# Identification of Differentially Expressed lncRNAs in a CpG ODN-Activated Macrophage

**DOI:** 10.1155/2020/1407654

**Published:** 2020-06-13

**Authors:** Ying Zheng, Xi Luo, Zailong Qin, Zhiguang Zhou

## Abstract

A macrophage is an important component of innate immunity which can be activated by infection. A series of inflammatory cytokines are produced and released to eliminate pathogens. CpG DNA is an immune stimulator recognized by TLR9, subsequently inducing inflammatory responses in macrophages. Long noncoding RNA (lncRNA) is a novel class of noncoding RNA, whose length is more than 200 nt, but without protein-coding capacity. lncRNAs are involved in many physiological and pathological processes, including inflammatory responses. In our study, a lncRNA microarray assay was performed to identify differentially expressed lncRNAs and mRNAs in RAW264.7 cells at different time points following CpG ODN stimulation. The results revealed that expression levels of 734 lncRNAs and 734 mRNAs were altered at all time points. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) biological pathway analyses were performed to predict the functions of dysregulated genes. Coexpression networks of lncRNA-mRNA were constructed based on the correlation analysis between differentially expressed lncRNAs and 10 selected upregulated mRNAs, which have been reported to be involved in CpG DNA-induced inflammatory responses. In addition, we selected 8 dysregulated lncRNAs for further validation by quantitative real-time PCR. The present study provided a systematic perspective on the potential functions of lncRNAs in CpG ODN-induced macrophage activation.

## 1. Introduction

Innate immunity is the first line of host defense against the pathogen threats [1]. A macrophage is an important component of innate immunity and plays a crucial role in the inflammatory responses [2]. Recognition of microbial molecules including lipopeptides, lipopolysaccharides, and DNA by pattern recognition receptors of macrophages such as Toll-like receptors (TLRs) will trigger the intracellular signaling cascades. The process promotes the production of inflammatory cytokines, reactive oxygen, nitrogen species, and antimicrobial peptides for anti-infection. The phagocytosis of macrophages is also enhanced to remove the pathogen [2, 3]. However, excessive inflammation in macrophages can cause host damage and even lead to chronic inflammatory diseases, such as obesity, cardiovascular disease, inflammatory bowel disease, and cancer [3]. Thus, it is required for us to better understand the regulatory mechanisms that limit the excessive inflammatory mediators in macrophages.

A great majority of the human and mouse genome is transcribed as noncoding RNAs (ncRNAs), among which microRNAs (miRNAs) are a well-known posttranscriptional regulator of gene expression [4, 5]. Recently, another novel class of ncRNA, long noncoding RNAs (lncRNAs), has also been identified as important regulators of gene expression [6]. lncRNAs are arbitrarily defined as having 200 or more nucleotides to discriminate them from small noncoding RNAs (sncRNAs). On the basis of their genomic localization relative to protein-coding genes, lncRNAs are further categorized as intergenic, overlapping, intronic, and exonic. lncRNAs can control gene expression at the levels of epigenetic control, transcription, RNA processing, and translation [6, 7]. lncRNAs play a significant role in many physiological and pathological processes [6, 7]. In recent years, a series of lncRNAs have been identified in inflammatory responses, and their functions are also being clarified [8–10]. For instance, lincRNA-Tnfaip3 can act as a coregulator of NF-*κ*B to modulate inflammatory gene transcription in mouse macrophages [11]; lincRNA-Cox2 can promote late inflammatory gene transcription in macrophages through modulating SWI/SNF-mediated chromatin remodeling [12].

Bacterial genomic DNA contains unmethylated cytosine followed by guanine (CpG ODN), which can be recognized by TLR9 in macrophages [2, 3]. Studies have shown that both bacterial CpG DNA and synthetic CpG ODN can induce macrophage activation, with the release of proinflammatory cytokines, such as IL-6, IL-12, and TNF-*α*, the production of NO and iNOS, and macrophage polarization [13, 14]. The CpG ODN-induced macrophage activation is involved with a series of inflammatory molecules and pathways. However, the changes of the lncRNA expression pattern and their roles in CpG ODN-activated macrophages have not been clarified.

In the present study, we employed a lncRNA microarray-based profiling assay to detect changes of lncRNAs at different stages of CpG ODN-induced macrophage activation. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed based on the function of mRNAs. Coexpression and network potential targeting relationship were constructed according to the microarray results and bioinformatics predictions. Our findings revealed the involvement of lncRNAs in the process of CpG ODN-induced macrophage activation.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

The mouse macrophage cell line RAW264.7 was cultured in Dulbecco's modified Eagles' medium (DMEM) (Gibco Laboratories, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS) (HyClone, Logan, UT, USA), at 37°C in a humidified atmosphere of 5% CO_2_. The synthetic active CpG ODN (CpG ODN 1826, 5′TCCATGACGTTCCTGACGTT 3′) was purchased from InvivoGen (San Diego, CA, USA). The RAW264.7 cells were treated with 1 *μ*M ODN1826. After 4 h, 8 h, or 16 h, the cells were harvested for RNA isolation.

### 2.2. RNA Extraction and q-PCR

Total RNA from the macrophage cells was extracted by using TRIzol reagents (Thermo Fisher, Waltham, MA, USA), and cDNA was synthesized from 1 *μ*g of total RNA by using a reverse reaction kit, according to the manufacturer's instructions (Promega, Madison, WI, USA). The quantitative real-time PCR analyses for TNF-*α*, IL-6, and IL-1*β* mRNA expression or lncRNA expression were performed in a Roche qRT-PCR detection system (Roche, Basel, Switzerland). *β*-Actin was used as an internal control. The mRNA or lncRNA expression level was calculated using the 2^−ΔΔCt^ method. We compared all other groups with the average ΔCt value of the control group in one PCR experiment and then used 2^−ΔΔCt^ for data analysis. All the results are the average ratios of three different independent experiments. Then, the same group in the different experiment was averaged and further calculated. The primer sequences for qRT-PCR are listed in Table 1.

### 2.3. Measurement of Cytokine Levels by ELISA

The cell-free supernatants were harvested at indicated times. TNF-*α*, IL-1*β*, and IL-6 levels in the supernatants were assessed by ELISA according to the manufacturer's protocol (Cusabio, Wuhan, China).

### 2.4. NO Quantification

The production of NO was determined by detecting the quantity of nitrite in the supernatant from the cells cultured by the Griess method, using a standard curve constructed with nitrite ranging from 5 to 40 *μ*M.

### 2.5. Western Blot

The cells were lysed by 1 × SDS lysis buffer containing protease inhibitors. The proteins were subjected to electrophoresis on 8% SDS/PAGE gels and then transferred into the polyvinylidene difluoride (PVDF) membrane. Subsequently, they were determined with antibodies against iNOS (Cell Signaling Technology, Boston, MA, USA) and GAPDH (Millipore, Bedford, MA, USA).

### 2.6. lncRNA Microarray Analysis

Total RNA was extracted from RAW264.7 cells stimulated with ODN1826 (1 *μ*M) at different time points according to the study design. The RNA quantity and quality were assessed by NanoDrop. And RNA integrity was detected by capillary electrophoresis using an RNA 6000 Nano Lab-on-a-Chip kit and the Bioanalyzer 2100. The GPL22782-Agilent-074512 Mouse LncRNA Microarray V4.0 was adopted for the detection of lncRNA and mRNA expression, and 40,825 lncRNAs and 30,680 mRNAs were detected. The lncRNA microarray was conducted by CapitalBio Technology (Beijing, China).

### 2.7. Differential lncRNA and mRNA Screening and Clustering Analysis

The raw data of each array result was normalized and then subjected to GeneSpring software (v. 13.0, Agilent). Differentially expressed lncRNA and mRNA were screened with a *p* value < 0.05 and fold change > 2.0. Cluster software (v. 3.0) was employed to analyze differentially expressed lncRNAs and mRNAs. The normalized expression level of each RNA type was further analyzed with hierarchical clustering (HCL). The results were presented by using TreeView software (v. 1.5). The color green-black represents low expression, while red represents high expression. Difference integration analysis (Venn analysis) was also done. The common elements between the stimulated cells were determined by Venn analysis. Often up- and downregulated RNAs were shown in pies with different colors.

### 2.8. GO and Pathway Analyses

Differentially expressed mRNAs were selected for target prediction. GO analysis and pathway analysis were used to determine the roles of these dysregulated mRNAs in biological pathways or GO terms. We uploaded all differentially expressed mRNAs at the different time points into the Database for Annotation, Visualization and Integrated Discovery (DAVID) for annotation and functional analysis, including gene set enrichment analysis and mapping gene sets to the KEGG pathway. GO terms with *p* value less than 0.05 were selected. The top 10 enriched GO terms associated with upregulated or downregulated mRNAs were presented. KEGG pathway analysis was also performed to determine the involvement of differentially expressed genes in different biological pathways.

### 2.9. lncRNA-mRNA Coexpression Network

To predict the functions of differentially expressed lncRNAs, we constructed the lncRNA-mRNA coexpression network. We chose 10 significantly upregulated genes involved in inflammatory signaling pathways to build the CNC network based on the degree of correlation. Pearson's correlation coefficient value was calculated for lncRNA-mRNA pairs, and strong correlated pairs (0.99 or greater) were included (either positive or negative) in the coexpression network. A *p* value < 0.05 was considered statistically significant. We drew the coexpression networks using Cytoscape software (v. 3.2.1).

### 2.10. Statistics

All statistical analyses were conducted by using the SPSS 16.0 software (Chicago, IL, USA) and GraphPad Prism 5.0. Results are expressed as mean ± SD from at least three experiments. Student's *t*-test was used to determine the significance of difference between different groups. *p* < 0.05 was considered significant.

## 3. Results

### 3.1. CpG ODN Induced Inflammatory Responses in Macrophages

CpG DNA can be recognized by TLR9 in immune cells, consequently inducing the release of proinflammatory cytokines, as well as the production of NO and iNOS. In our study, we firstly observed inflammatory responses in CpG ODN-activated macrophages. The mouse macrophage cell line RAW264.7 was stimulated with an active ODN type, CpG ODN1826. Then, at the different time points of 4 h, 8 h, and 16 h after the treatment of ODN1826, we observed the morphological changes of the cells (Figure 1(a)). In addition, we detected the mRNA and protein levels of three critical proinflammatory cytokines, TNF-*α*, IL-1*β*, and IL-6, by qRT-PCR and ELISA, respectively. As shown in Figures 1(b) and 1(c), after the treatment of ODN1826, TNF-*α*, IL-1*β*, and IL-6 expression increased. The expression of lncRNAs and mRNAs was detected by GPL22782-Agilent-074512 Mouse LncRNA Microarray v4.0, which includes 40,825 lncRNAs and 30,680 mRNAs. The gene microarray analysis for CpG ODN-activated macrophages was consistent with TLR9 signaling activation, which showed that most inflammatory related-gene expression was upregulated (Figure 1(d)). Meanwhile, we observed the effects of ODN1826 on M1 inflammatory responses, as manifested by the significantly increased NO and iNOS. RAW264.7 macrophages were treated with ODN1826. The production of NO and iNOS in the macrophages was determined. In RAW264.7 macrophages, ODN1826 stimulation could promote the production of NO and iNOS (Figures 1(e) and 1(f)). These data indicated that ODN1826 could induce a remarkably stronger inflammatory response.

### 3.2. Changed Expression Profiles of lncRNAs and mRNAs in CpG ODN-Activated Macrophages

Total RNA from CpG ODN-treated macrophages at different time points was extracted. The CapitalBio Technology mouse lncRNA microarray v4.0 was applied for the profiling analysis of mouse lncRNAs and mRNAs. 

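RAW264.7 is a mouse macrophage-like cell line, and ODN1826 is a synthetic oligonucleotide with CpG motifs that activates TLR9. RNA from cells treated with 1 µM ODN1826 for 0, 4, 8 or 16 h was labelled with 1 dye, Cy3, and hybridized to 1 array per time point, so that 4 arrays were analyzed. There was no replicate array, and the number of arrays limits the precision of every difference. The 4 arrays lie on 1 slide and were read in 1 scan, so slide and scan do not differ between time points, but each time point has its own place on the slide. Each array carries 175906 spots other than controls, which belong to 97836 probes. Of these, 39027 carry Agilent catalogue numbers and were taken as mRNA probes, and the other 58809 are named by noncoding transcripts and were taken as lncRNA probes. The deposited scanner values are intensities from Agilent Feature Extraction 11.5.1.1, with the background subtracted within each array and no scaling between arrays. From there, the log2 intensities of the spots of a probe were averaged, leaving out 347, 376, 420 and 79 spots marked as outliers at 0, 4, 8 and 16 h, and the 75th percentile of the array was subtracted. That percentile corresponded to an intensity of 531 at 0 h, 503 at 4 h, 493 at 8 h and 440 at 16 h. The share of probes with a spot well above background was 76.2% at 0 h, 74.8% at 4 h, 76.6% at 8 h and 74.1% at 16 h, and no spot was saturated. A probe was called higher or lower when its difference from 0 h exceeded 2-fold and it had a spot well above background on at least 1 of the arrays compared. Which spot must pass the background limit, the background correction and the scaling between arrays are the choices that could change the numbers.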

In total, 40,825 lncRNAs and 30,680 mRNAs detected are presented in Figures 2(a) and 2(e). 

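The table of normalized values that the authors deposited holds 40825 lncRNA probes and 30680 mRNA probes. It leaves out 17984 lncRNA probes and 8347 mRNA probes that are on the array. On the arrays themselves, 45609 lncRNA probes and 33269 mRNA probes were well above background at 1 time point or more. On all 4 arrays this was true of 38688 lncRNA probes, or 65.8%, and of 30248 mRNA probes, or 77.5%. The lncRNA probes were the dimmer class, with a median intensity of 59.3 at 0 h against 251 for the mRNA probes. The deposited log2 values equal the averaged spots minus 1 constant per array to within 0.001, and their medians were -1.22, -1.23, -1.23 and -1.26 at 0, 4, 8 and 16 h.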

Three comparison groups were set in accordance with the different time points following CpG ODN stimulation (0 h vs. 4 h, 0 h vs. 8 h, and 0 h vs. 16 h) (Figures 2(b) and 2(f)). At 4 h after stimulation, 2,323 lncRNAs and 1,676 mRNAs were upregulated, while 2,435 lncRNAs and 1,459 mRNAs were downregulated (Figures 2(c) and 2(g)). 

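Between 0 h and 4 h, 43976 lncRNA probes and 32474 mRNA probes were well above background on at least 1 of the arrays. Among them, 2590 lncRNA probes were higher and 2701 were lower at 4 h by more than 2-fold. For mRNA, 1862 probes were higher and 1632 were lower. Normexp background correction with an offset of 50, which shrinks the differences of dim probes, moved these counts most, to 947 and 676 for lncRNA and to 1055 and 758 for mRNA. Which direction had more lncRNA probes at 4 h depended on the setting, because without a filter on dim probes 3443 were higher and 3293 lower. Of the higher lncRNA probes, 757 were not well above background at 0 h, and of the lower ones 921 were not well above background at 4 h. The differences compare 2 single arrays and have no replicate check.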

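At 8 h against 0 h, 3170 lncRNA probes were higher by more than 2-fold and 3548 were lower. The counts for mRNA probes were 2352 higher and 2304 lower. The probes examined, well above background on at least 1 of the arrays, were 44649 for lncRNA and 32791 for mRNA. The surplus of lower over higher lncRNA probes at 8 h was present with quantile normalization too, with 2908 higher and 3834 lower. Without a filter on dim probes the surplus nearly vanished, with 4065 higher and 4090 lower. For mRNA the order changed with the scaling, since quantile normalization gave 2151 higher and 2520 lower. Differences of more than 4-fold were found for 664 higher and 819 lower lncRNA probes, and for 576 higher and 433 lower mRNA probes.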

At 8 h after stimulation, 2,809 lncRNAs and 2,122 mRNAs were upregulated, while 3,039 lncRNAs and 2,167 mRNAs were downregulated (Figures 2(c) and 2(g)). At 16 h after stimulation, 3,623 lncRNAs and 3,340 mRNAs were upregulated, while 4,521 lncRNAs and 3,302 mRNAs were downregulated (Figures 2(c) and 2(g)). 

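At 16 h, 3955 lncRNA probes were higher than at 0 h by more than 2-fold and 4795 were lower. For mRNA, 3584 probes were higher and 3486 were lower. These were taken from 44137 lncRNA probes and 32600 mRNA probes above background on at least 1 of the arrays. With lncRNA and mRNA together, there were 1.80 times as many calls at 16 h as at 4 h. Of the calls made at 8 h, those also made at 16 h were 60.7% of the higher and 72.8% of the lower lncRNA probes, and 71.7% of the higher and 75.4% of the lower mRNA probes. Both comparisons use the 0 h array, so part of this overlap needs no effect. Among probes with 2 spots, 44.8% of the higher and 28.2% of the lower lncRNA calls that spot noise gave at 8 h were also given at 16 h, and 49.6% and 27.3% for mRNA. With quantile normalization more mRNA probes were lower than higher at 16 h, 3705 against 3335.

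**Figure D1:**
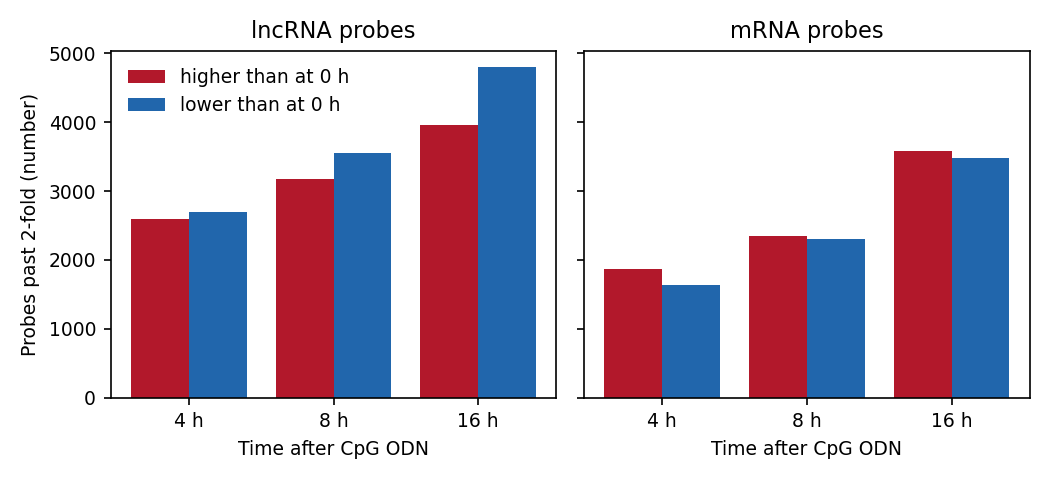
Number of lncRNA probes (left) and mRNA probes (right) that differed from 0 h by more than 2-fold at 4, 8 and 16 h after CpG ODN, 1 array per time point. Bars in red are higher and bars in blue are lower than at 0 h, and both classes have their highest counts at 16 h.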

All the differentially expressed lncRNAs and mRNAs were statistically significant (*p* < 0.05) with fold change greater than 2.0. 

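With 1 array per time point, the comparison of a single time point with 0 h has no p-value across samples, and the calls rest on the 2-fold limit. A fit of 0 h against the later arrays together, which would take the time points as replicates, was not run. The replication the arrays do hold is within each array, where 39043 lncRNA probes and all 39027 mRNA probes were spotted 2 times and 19766 lncRNA probes 1 time. This covers the noise between spots but not that between cultures, RNA extractions or labelling reactions. The SD between the spots of a probe had a median of 0.38 on the log2 scale for lncRNA probes with a mean log2 intensity under 4, and of 0.05 for those over 10. The spots of a pair differed by more than 2-fold in 16.7% of the lncRNA pairs under 4 and in 0.0796% of those over 10. To count calls that spot noise alone would give, the difference between the spots of a probe, in which the time point cancels, was put through the same limit. At 4 h it gave 345 calls against 3402 calls for the same lncRNA probes, or 10.1%, and 258 against 3465 for mRNA probes, or 7.45%. At 16 h the shares were 7.21% for lncRNA and 3.63% for mRNA.

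**Figure D2:**
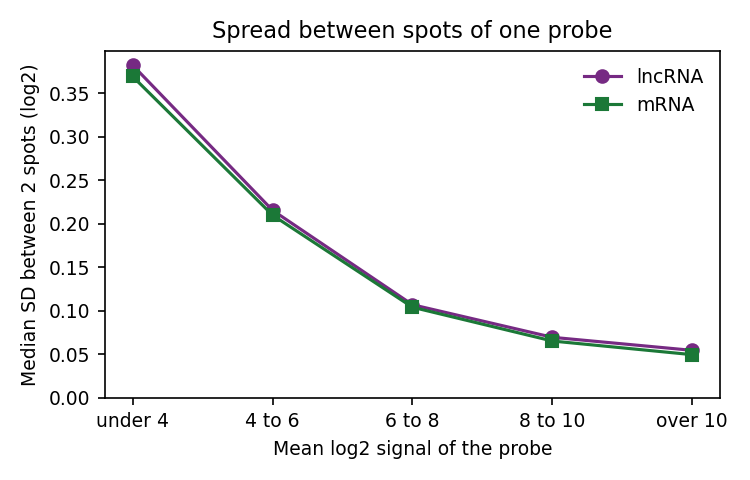
Median SD of log2 intensity between the spots of one probe (vertical axis) by the mean log2 intensity of the probe (horizontal axis), for lncRNA probes (circles) and mRNA probes (squares) over the 4 arrays. The spread falls from 0.38 to 0.05 for lncRNA probes and from 0.37 to 0.05 for mRNA probes.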

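Across 4, 8 and 16 h, 795 lncRNA probes and 766 mRNA probes were higher than at 0 h by more than 2-fold each time, and 1164 lncRNA probes and 691 mRNA probes were lower each time. The 3 comparisons share the 0 h array, so noise of the 0 h spots gives some calls at all time points with no effect at all. Among probes with 2 spots, spot noise against the shared 0 h spots gave 104 such calls for lncRNA, where 1255 were seen, and 82 for mRNA, where 1446 were seen. With the authors' deposited values the counts were 734 higher and 1067 lower for lncRNA and 734 higher and 632 lower for mRNA. Of the probes higher at 4 h, 30.7% of the lncRNA probes and 41.1% of the mRNA probes were higher at all 3 time points, and of those lower at 4 h, 43.1% and 42.3% were lower at all 3. Among probes with 2 spots, these shares were 30.4% and 41.2% for higher and 43.5% and 42.3% for lower calls, and for calls from spot noise they were 34.9% and 41.3% for higher and 25.4% and 22.7% for lower. For higher probes the shares seen thus do not exceed those of noise. The shares cannot tell whether such calls are noise, because noise of the shared 0 h spots carries over to all 3 time points. In counts, spot noise gave 60 higher calls at all 3 time points for lncRNA, where 524 were seen. For mRNA it gave 52, where 759 were seen. Ranked by the smallest of the 3 differences, among probes above background on every array, the highest lncRNA probe was that of Gm20234, with log2 differences of 4.73, 4.48 and 4.72 at 4, 8 and 16 h. The highest mRNA probe was A_55_P1953169, with 6.61, 7.27 and 7.14, and the lowest was A_55_P2118655, with -3.90, -4.31 and -4.40. Both of the highest probes were dim at 0 h, with intensities of 22.7 and 16.3, and with normexp background correction Gm20234 ranked 9 and A_55_P1953169 ranked 4 in their class, while A_55_P2118655 stayed lowest. The files pair the mRNA probes with no gene names.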

Venn analysis showed that 734 lncRNAs and 734 mRNAs were always upregulated and 1,067 lncRNAs and 632 mRNAs were always downregulated at all time points (Figures 2(c) and 2(g)). A cluster was generated and analyzed with hierarchical clustering (HCL) for the 734 differentially upregulated lncRNAs and 1,067 downregulated lncRNAs (Figure 2(d)). 

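For the lncRNA probes called at all 3 time points, the median absolute log2 difference from 0 h was 1.57 at 4 h, 1.85 at 8 h and 2.00 at 16 h. Between the stimulated time points it was smaller, 0.43 for 4 h and 8 h, 0.55 for 4 h and 16 h and 0.40 for 8 h and 16 h. Because the probes were chosen for differing from 0 h at every time point, a distance of the 0 h array from the other 3 in a cluster of these probes follows in part from the choice. The higher probes had a median log2 difference of 1.68 at 4 h, 1.79 at 8 h and 1.88 at 16 h, and the lower probes had medians of -1.52, -1.91 and -2.06. The largest of the 3 differences fell at 16 h for 44.2% of the higher and 49.6% of the lower lncRNA probes.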

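Among the mRNA probes called at all 3 time points, the higher ones had a median log2 difference from 0 h of 1.87 at 4 h, 1.95 at 8 h and 2.12 at 16 h. Those of the lower ones were -1.42, -1.81 and -2.09. The median absolute log2 difference between 4 h and 8 h was 0.42 for these mRNA probes, between 4 h and 16 h 0.64 and between 8 h and 16 h 0.44. The largest difference fell at 16 h for 48.6% of the higher and 54.3% of the lower mRNA probes. As for lncRNA, the selection itself sets the 0 h array apart.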

In the same way, a cluster was generated and analyzed with HCL for the 734 upregulated mRNAs and 632 downregulated mRNAs (Figure 2(h)). The information on the data was submitted to the Gene Expression Omnibus, and the accession number is GSE120417.

### 3.3. Validation for the Expression of Significant Transcripts by qRT-PCR

We selected 8 lncRNAs to verify the microarray results by qRT-PCR assays. The results showed that upon the stimulation with CpG ODN, the expression of lncRNA lnc pvt1, lincRNA-Cox2, Meg9, and Braveheart in CpG DNA-stimulated macrophages was upregulated, whereas Cyrano, NR_015555.1, NR_002854.2, and BACE1AS were downregulated (Figure 3). The result is consistent with the microarray assay, which verified the veracity of microarray results. The finding provided evidence that these lncRNAs could be involved in CpG ODN-induced macrophage activation.

### 3.4. Delineation of Gene Ontology (GO) and KEGG Pathway Analyses

Next, all differentially expressed mRNAs as described in Figure 2 were further analyzed by DAVID Bioinformatics Resources 6.7. The GO enrichment analysis was conducted mainly on three domains, namely, biological process (BP), cellular component (CC), and molecular function (MF) for upregulated and downregulated mRNAs, respectively. Interestingly, for upregulated mRNAs, the most enriched and meaningful terms belonged to the BP category, most of which were related to immunity, while GO terms associated with downregulated mRNAs were binding, protein binding, mitotic cell cycle, etc. (Figure 4(a)). Moreover, KEGG pathway enrichment analysis was also made. Our data showed 10 pathways associated with upregulated mRNAs and downregulated mRNAs, respectively. Similarly, the top pathways in upregulated protein-coding genes were involved with the TNF signaling pathway, NOD-like receptor signaling pathway, and NF-kappa B signaling pathway (Figure 4(b)). These results revealed that these pathways might be implicated in CpG ODN-induced macrophage activation.

### 3.5. Construction of the lncRNA-mRNA Coexpression Network

Up to now, the roles of most lncRNAs have not been annotated. So the functional prediction of lncRNAs is partially dependent on the coexpressed mRNA function. Herein, we chose 10 significantly upregulated mRNAs to build the CNC network (Figure 5). These 10 mRNAs, including Ctsk, Nfkb2, IL-1*β*, and IL-6 are involved in inflammatory responses and play important roles in the regulation of inflammatory signals. The network is based on Pearson's correlation coefficient (the absolute value of PCC ≥ 0.99, *p* value < 0.01, and FDR < 0.01). From the network, we observed that these important molecules were intimately related to a number of lncRNAs. For example, upregulated NR_033616.1 was positively associated with Ctsk, and lincRNA-Cox2 was positively related to Nfkb2.

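NR_033616.1, which the RefSeq gene table of GRCm38.p6 names Pldi, has 1 probe with 1 spot on each array, and it was well above background on all 4. Its log2 intensity minus the 75th percentile of the array was -4.85 at 0 h, -2.48 at 4 h, -2.10 at 8 h and -1.63 at 16 h. The log2 differences from 0 h were 2.38, 2.75 and 3.23, with a combined error from the scanner's error model of 0.30 each, which leaves out the variation between cultures. At 0 h the spot was dim, with an intensity of 18.4 against 142 at 16 h. With normexp background correction the log2 differences were 1.06, 1.26 and 1.67. The probe of Ctsk could not be told among the mRNA probes, and no probe was matched by accession to lincRNA-Cox2, so neither pairing was computed.

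**Figure D3:**
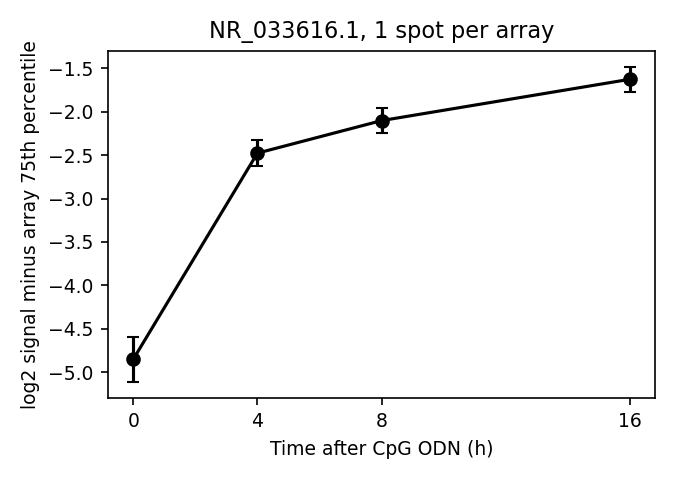
Log2 intensity of the NR_033616.1 probe minus the 75th percentile of the array (vertical axis) at 0, 4, 8 and 16 h after CpG ODN (horizontal axis), 1 spot on 1 array per time point. Error bars are the scanner's error on the log2 scale, and the value goes from -4.85 at 0 h to -1.63 at 16 h.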

## 4. Discussion

Bacterial genomic DNA contains unmethylated CpG DNA, which is a well-known immunostimulator, and triggers innate immunity against infection as well as an adaptive immune response [2, 3]. Furthermore, a short synthetic oligonucleotide containing a CpG motif (CpG ODN) can also function as an agnostic to activate immune signals. For instance, both bacterial DNA and synthetic CpG ODN can induce the release of inflammatory cytokines, including TNF-*α*, IL-1*β*, and IL-6, as well as the production of NO and iNOS [13, 14]. In the present study, we observed the details of CpG ODN-induced inflammatory responses in macrophages. The results showed that CpG ODN1826 stimulation could cause the morphological change of macrophage cells and induce the change of inflammatory gene expression, subsequently promoting the release of inflammatory cytokines and the production of NO and iNOS.

Differing from LPS recognized by TLR4, CpG DNA is recognized by TLR9 in immune cells, including macrophages. Upon CpG DNA stimulation, TLR9 recruits MyD88 that activates p38 and c-Jun, consequently leading to the activation of transcription factors including AP-1 and NF-*κ*B, and the production of inflammatory mediators [13, 14]. CpG ODN-induced inflammatory response is a fairly complex process, which is involved with many molecules, such as inflammatory mediators, transcription factors, and regulatory factors. Long noncoding RNAs (lncRNAs) are a subgroup of noncoding RNAs (ncRNAs) with the length more than 200 nt, but without protein-coding potential [6]. Recently, lncRNAs have been reported to be implicated in inflammatory responses [8, 9]. lncRNA FIRRE regulates inflammatory gene expression through interacting with hnRNPU in macrophages [15]. A natural antisense transcript, AS-IL1*α*, controls inducible transcription of the proinflammatory cytokine IL-1*α* [16]. Mao et al. identified differentially expressed lncRNAs in the process of TLR4 signaling activation in mouse macrophages [17], while another study performed by Huang et al. reported differentially expressed lncRNAs in polarized macrophages followed by the stimulation with IFN-*γ*+LPS or IL-4 [18]. In addition, Dou et al. also identified changed expression profiles of lncRNAs, mRNAs, circRNAs, and miRNAs during osteoclastogenesis [19]. In our study, the expression profiles of lncRNAs and mRNAs in mouse macrophage cells were detected at different time points following CpG ODN1826 stimulation. 

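Over the 3 time points together, 6464 lncRNA probes were higher than at 0 h by more than 2-fold at 1 time point or more, and 6666 were lower. Of the higher ones, 1263 were higher at 4 h alone, 905 at 8 h alone and 1840 at 16 h alone. Of the lower ones, 905 were lower at 4 h alone, 614 at 8 h alone and 1933 at 16 h alone. When all spots of a probe had to be well above background, a filter chosen after the data were seen, 2329 lncRNA probes were higher and 2433 lower at 4 h, and 3633 higher and 4522 lower at 16 h. Counting spots 1 at a time, 66.4% of the lncRNA calls that the first spot of a pair gave at 4 h were also given, in the same direction, by the second, and 73.1% at 16 h.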

From the results, we figured out that during the process of CpG ODN-induced macrophage activation, thousands of lncRNAs were differentially expressed compared with the control group. It is very interesting to notice that the expression pattern of lncRNAs was consistent with mRNAs.

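The share of probes that differed from 0 h by more than 2-fold, among those above background on at least 1 of the arrays compared, was 12.0% for lncRNA and 10.8% for mRNA at 4 h. At 8 h it was 15.0% for lncRNA and 14.2% for mRNA, and at 16 h it was 19.8% for lncRNA and 21.7% for mRNA. Higher probes made up 49.0% of the lncRNA calls at 4 h, 47.2% at 8 h and 45.2% at 16 h. For mRNA these shares were 53.3%, 50.5% and 50.7%. The median absolute log2 difference was 0.32, 0.38 and 0.45 for lncRNA and 0.29, 0.36 and 0.46 for mRNA at 4, 8 and 16 h. The lncRNA probes are dimmer and therefore carry more spot noise, and the difference between the classes was not tested.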

The annotation results of the most significant Gene Ontology showed that the top 10 increased biological processes belong to or are associated with immunity. Meanwhile, KEGG pathway analysis for the differentially expressed mRNAs revealed that top 10 pathways associated with upregulated mRNAs were the TNF signaling pathway, NOD-like receptor signaling pathway, NF-kappa B signaling pathway, influenza A, measles, herpes simplex infection, C-type lectin receptor signaling pathway, osteoclast differentiation, Toll-like receptor signaling pathway, and IL-17 signaling pathway, most of which are involved in inflammatory responses.

From the lncRNA-mRNA coexpression network, we found that functional molecules and inflammatory cytokines involved in CpG DNA-induced inflammatory response, including Ctsk, Nfkb2, IL-1*β*, and IL-6, were coexpressed with multiple lncRNAs, which formed a complex network. The CNC analysis result indicated that the change of lncRNA expression might be implicated in CpG ODN-induced macrophage activation by regulating mRNAs. Interestingly in our study, most of the lncRNAs in the coexpression network have not been annotated yet. It will be much worthy to perform further study in exploring the underlying mechanisms of these lncRNAs.

## 5. Conclusion

Innate immunity is the first line of host defense. Despite the benefits of innate immunity, it can be a double-edge sword as excessive inflammation will cause host damage. So it is important to better understand the regulatory mechanisms that control inflammatory responses. Up to date, many molecules and signaling pathways involved in macrophage polarization have been reported [20–24]. Recently, a number of studies in the immune system have provided us accumulating evidence that lncRNAs also play an important role in regulating inflammatory responses. In the present study, we identified a profile of dysregulated lncRNAs that might be involved in CpG ODN-induced macrophage activation. Our data provides a perspective for further functional research of lncRNAs in CpG ODN-induced inflammatory responses and helps to clarify the mechanisms of inflammation.

## Figures and Tables

**Figure 1:**
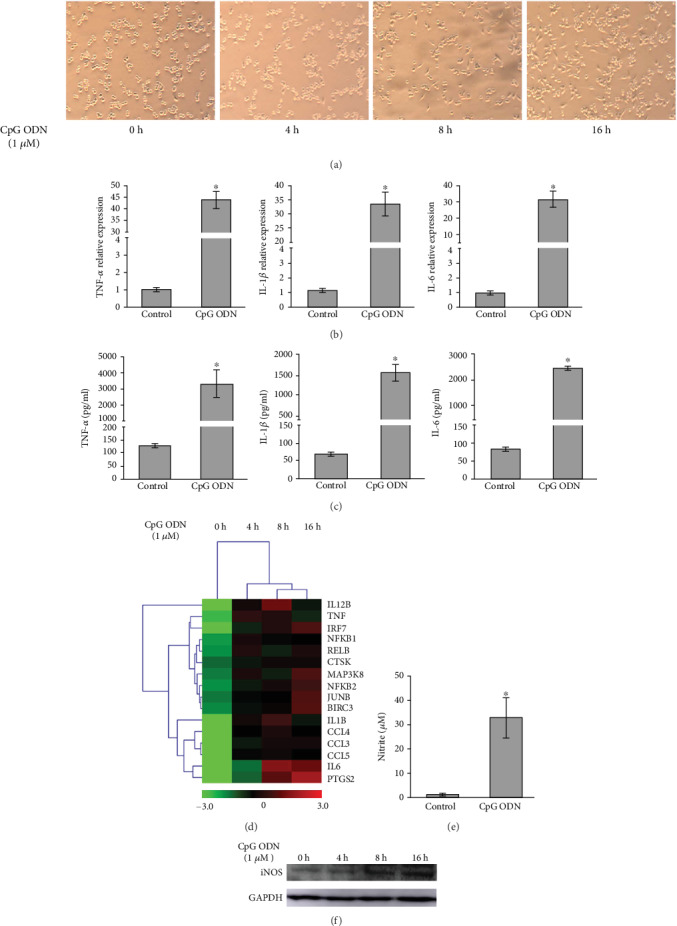
CpG ODN induced macrophage activation. (a) Representative phase-contrast images of RAW264.7 cells stimulated with CpG ODN1826 (1 *μ*M) for 0 h, 4 h, 8 h, and 16 h. (b, c) The RAW264.7 cells were treated with CpG ODN1826 (1 *μ*M) for 16 h. And then, the mRNA and protein expression levels of TNF-*α*, IL-1*β*, and IL-8 were determined by qRT-PCR (b) and ELISA (c). (d) Inflammation-related gene expression levels were altered in the process of CpG ODN1826-induced macrophage activation from 0 h to 16 h. (e) Nitrite was determined in the supernatant of RAW264.7 cells stimulated with CpG ODN1826 for 16 h. (f) iNOS protein levels were detected by Western blot in RAW264.7 cells after stimulation with CpG ODN1826 for 16 h. ^∗^*p* < 0.05.

**Figure 2:**
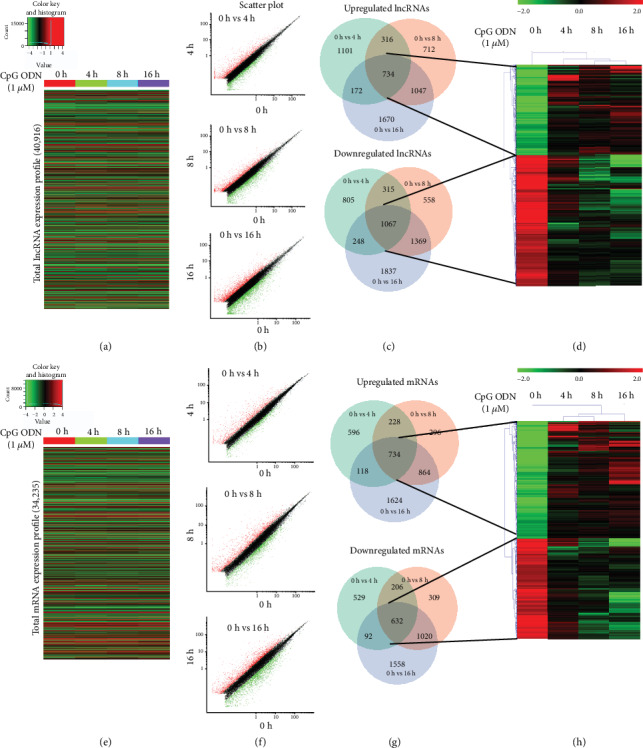
Changed expression profiles of lncRNAs and mRNAs during CpG ODN-induced macrophage activation. (a) The heat map of all lncRNA expression at different time points during CpG ODN-induced macrophage activation from microarray data. (b) Scatter plots showing differentially expressed lncRNAs between macrophages with the stimulation with CpG ODN at 0 h and activated macrophages at different time points (4 h, 8 h, and 16 h). (c) Often differentially expressed lncRNAs between macrophages with the stimulation with CpG ODN at 0 h and activated macrophages at different time points (4 h, 8 h, and 16 h). (d) Hierarchical clustering showing often upregulated and downregulated lncRNAs among the four groups (macrophages stimulated for 0 h, 4 h, 8 h, and 16 h). (e) The heat map of all mRNA expression at different time points during CpG ODN-induced macrophage activation from microarray data. (f) Scatter plots showing differentially expressed mRNAs between macrophages with the stimulation with CpG ODN at 0 h and activated macrophages at different time points (4 h, 8 h, and 16 h). (g) Often differentially expressed mRNAs between macrophages with the stimulation with CpG ODN at 0 h and activated macrophages at different time points (4 h, 8 h, and 16 h). (h) Hierarchical clustering showing often up- and downregulated mRNAs among the four groups (macrophages stimulated for 0 h, 4 h, 8 h, and 16 h).

**Figure 3:**
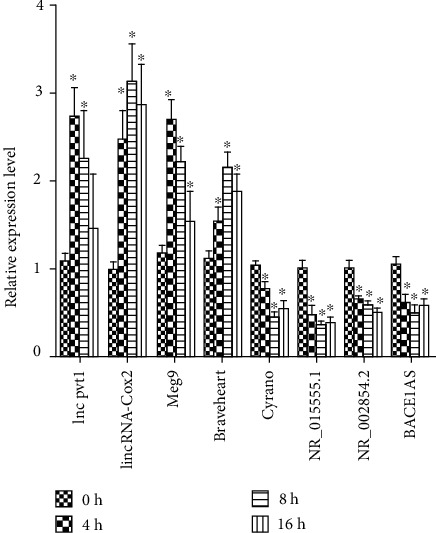
Validation for the expression of significant dysregulated lncRNAs. The RAW264.7 cells were treated with CpG ODN1826, and the RNA was extracted at different time points (0 h, 4 h, 8 h, and 16 h) after stimulation. The relative expression levels of 8 selected lncRNAs were determined by qRT-PCR. Data are presented as mean ± SD. ^∗^*p* < 0.05.

**Figure 4:**
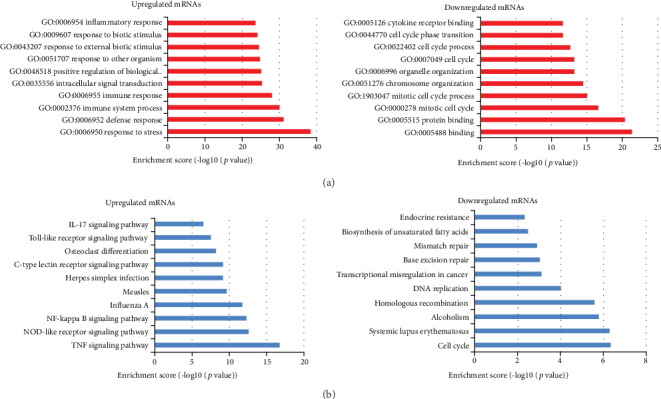
Gene Ontology (GO) and KEGG pathway analyses. (a) GO MF terms for upregulated and downregulated mRNAs were analyzed. Top 10 upregulated and 10 downregulated GO terms ranked by fold enrichment and enrichment score were shown. (b) KEGG pathway enrichment analysis of up- and downregulated mRNAs was performed. Top 10 pathways ranked by the enrichment score were shown.

**Figure 5:**
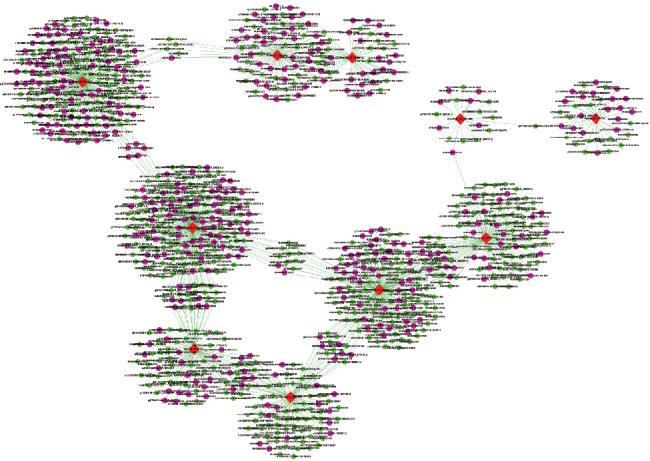
Coexpression network of ten significantly upregulated mRNAs with their associated lncRNAs. The network was based on Pearson's correlation coefficient (the absolute value of PCC ≥ 0.90, *p* value < 0.01, and FDR < 0.01), and solid lines mean positive correlations while dashed lines mean negative correlations. Diamond nodes represent mRNAs, and purple circle nodes represent lncRNAs. Red color and pink color represent upregulation; green color represents downregulation.

**Table 1:** qRT-PCR primers used.

Gene or lncRNA	Forward primer	Reverse primer
TNF-*α*	CAGGCGGTGCCTATGTCTC	CGATCACCCCGAAGTTCAGTAG
IL-1*β*	GAAATGCCACCTTTTGACAGTG	TGGATGCTCTCATCAGGACAG
IL-6	CCCAATTTCCAATGCTCTCCT	AGTGGTATAGACAGGTCTGTTGG
lnc pvt1	AGCGTTGACTTAAGAGATGCCA	GATTGCCTCCGGCATGAAGA
lincRNA-Cox2	AGTATGGGATAACCAGCTGAGGT	GAATGCTGAGAGTGGGAGAAATAG
Meg9	AGGCTATCACCATCCCCCTT	TCCTAGACCTTGCCCGATGA
Braveheart	TCTCCTGGAGCCACATCTCT	GCTTTTCCTTAGGCCCAAAC
Cyrano	GAAACATAGGCTGGGACAAT	TGTTACTGGGCTCTGTTT
NR_015555.1	TGGAGGAGCCAGGACTCAAAT	TCCAGAAATCGGGCTGCTTAT
NR_002854.2	GCAGACAGAATTGGGTCGTT	CTCAACTACCGCCTGCAAA
BACE1AS	TCAATGCTAACCTGGGCTACG	TTCCCATCAGGCGCTTACA
*β*-Actin	TGGTGGGAATGGGTCAGAA	TCTCCATGTCGTCCCAGTTG

## Data Availability

All the data except microarray data used to support the findings of this study are included within the article. The microarray data had been deposited in Gene Expression Omnibus (GSE120417).

## Abbreviations

lncRNA: Long noncoding RNA
PPRs: Pattern recognition receptors
TLRs: Toll-like receptors
ncRNAs: Noncoding RNAs
miRNAs: MicroRNAs
sncRNAs: Small noncoding RNA
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes.

How the deposited data were processed for this re-analysis (not part of the article)

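The expression of lncRNAs and mRNAs was measured in RAW264.7 cells after 0, 4, 8 and 16 h with 1 µM ODN1826, on 1 Agilent 1-colour array per time point. The deposited intensity values were made by the authors with Agilent Feature Extraction 11.5.1.1, which subtracts the local background and removes trends across the array. The authors also deposited a table of log2 values of the same arrays, normalized in GeneSpring. Its scale was found by setting it against the scanner intensities. It holds averaged log2 spots minus 1 constant per array (9.05, 8.98, 8.95 and 8.78 at 0, 4, 8 and 16 h), which lies close to the 75th percentile of all probes. Its direction and log base are therefore known, while the filter that chose its 71505 probes is not given in the sources used here. The genome build in the scanner headers differs from GRCm38.p6, the build of the RefSeq gene table, so no coordinates are given and that table was used for names and for which genes are neighbours.

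From the intensities, log2 values of the spots of a probe were averaged after leaving out control spots and spots marked as outliers. Where all spots of a probe were marked (87, 77, 79 and 6 probes at 0, 4, 8 and 16 h) they were kept. The 75th percentile over all probes was subtracted from each array. Calls were differences of over 2-fold with a spot well above background on at least 1 of the arrays compared. Probes with Agilent catalogue numbers were taken as mRNA and the others as lncRNA, a division that gives the study's number of each class in the deposited table. A probe not well above background on 1 side of a comparison has only a bound. It was computed against the higher of the lowest value among probes well above background on that array and the dim probe's own value.

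There was 1 array per time point, so no test across samples was made and no p-value is given. The precision comes from signal over background and from spots on the same array. The procedure for calls was tested on simulated arrays of 77390 probes with 2 spots, with spot noise by signal level and 200 changed probes. The changed probes were drawn from those above background on all 4 arrays and shifted by more than 2-fold. Near-full recovery was thus set in advance. For the comparison of 4 h with 0 h the procedure recovered 200 of the 200, and for calls at all 3 time points 197. Background marks were those of the real arrays, so recovery of dim probes was not tested. Unchanged probes gave 375 calls at 4 h, and the contrast between spots estimated 380. At 8 h they gave 428 and the contrast estimated 401, at 16 h 391 and 396, and at all 3 time points 27 and 23. The simulated noise was normal, and it is milder than that of the real arrays, where the contrast gave 603 calls at 4 h, 711 at 8 h, 655 at 16 h and 186 at all 3 time points over the same probes. The match between unchanged probes and the contrast is also built in, because independent normal noise spreads a mean and a contrast alike. The simulation thus checks that the procedure runs as written, and not the amount of noise or the recovery of dim probes.

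The choices made before the data were examined were the main setting and these alternatives: normexp background correction with an offset of 50, quantile normalization, the percentile over probes detected on all arrays, no filter on dim probes, a filter on both arrays, the authors' deposited values, and a limit of 1.96 times the scanner's error. Normexp was planned on the mean intensity of each spot and was run on the median intensity, which is the column the files hold. A filter on all spots of a probe was added after the data were seen. Named probes followed a rule set in the same way: genes and lncRNAs the study names, and in each class the 3 highest and the 3 lowest probes by the smallest of the 3 differences, among probes called the same way each time and above background on all 4 arrays. Because the files pair mRNA probes with no gene names, at most 2 such identifiers per direction are printed. Of 13019 probes with a RefSeq accession, 4658 (35.8%) matched a gene of the table. Of the lncRNAs the study names, NR_033616.1 and FIRRE were matched to a probe by accession. The genes of Figure 1(d), the lists behind Figure 4 and the mRNAs of Figure 5 were not analysed here for the same reason. Lists of inflammatory, proliferation and reference genes, written before the data were examined, were used for neighbours of lncRNAs alone, with 10000 random lists matched on signal.

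The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1 for normexp.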

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

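Of the tests in this part, those on the filter of the deposited table and on differences between single cultures were chosen after the results were seen; those on spot noise were written before their values were computed.

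Some probes differed from 0 h by over 2-fold in opposite directions at 4 h and 16 h. For lncRNA, 88 probes were higher at 4 h and lower at 16 h, and 73 were lower at 4 h and higher at 16 h. For mRNA these numbers were 68 and 62. The difference between the time points was not tested, since each has 1 array. Noise between spots does not account for those with 2 spots, where unchanged probes gave 0.433% of the number seen. For lncRNA, 56 of the 88 and 45 of the 73 could be tested in this way. With normexp background correction 24 and 7 lncRNA probes and 35 and 18 mRNA probes had the pattern, and the cause of that fall was not tested. The filter on both arrays, which by construction removes dim probes, left 52 and 46 lncRNA probes and 55 and 42 mRNA probes. The 4 h and 16 h arrays are single samples (1 array per time point), so a passing response to the oligonucleotide and a difference between cultures, RNA extractions or labelling reactions cannot be told apart.

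Probes outside the deposited table also rose. With all spots well above background on at least 1 of the arrays compared, 401 lncRNA probes outside it were higher than at 0 h at 4 h, 639 at 8 h and 637 at 16 h, and for mRNA the numbers were 161, 275 and 326. They make up 17.2%, 22.7% and 17.5% of the higher lncRNA probes under this filter. For lower lncRNA probes the shares outside the table were 0.493%, 0.483% and 0.464%. Among probes outside the table with 2 spots, the contrast between spots gave 3.08% of the number of higher calls. That share can be too low, because the filter needs both spots to be bright. This holds their difference down but not upward noise in their mean. How much of these calls is spot noise therefore stays open. The asymmetry goes with how the table was filtered. Every probe in it has all spots well above background at 0 h or on all 3 later arrays, and 0 of its probes fail this rule. Of the probes that meet the rule, 99.1% are in the table. Another 2908 probes were above background on 1 or 2 of the later arrays and not at 0 h, and 0 of them are in it. A probe that appears late or briefly after stimulation is therefore missing from the table, while a probe that is lost is kept. The response of these probes to the oligonucleotide stays open, with 1 array per time point.

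One of them, chosen after its values were seen, is Ptgs2os (NR_015466.3), whose neighbour among protein-coding genes in the RefSeq gene table is Ptgs2. It has 1 spot and was not well above background at 0 h and 4 h. At 8 h it was at least 1.23-fold higher than at 0 h, and at 16 h at least 5.13-fold higher. These bounds hold for the main setting. With normexp background correction no bound was computed. The log2 difference at 8 h was then 0.40, within 2-fold, against 2.46 in the main setting. At 16 h it was 1.21, against 4.52 in the main setting. Its intensity was 14.8 at 8 h and 55.0 at 16 h. It is another gene than lincRNA-Cox2, which the table lists as Ptgs2os2. Its level has no replicate spot, so spot noise cannot be measured for it.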

How the results depend on the processing

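The alternatives were set before the data were examined, apart from the filter on all spots of a probe and the use of all higher mRNA probes for coexpression, which were chosen after seeing the data. Of the 16 counts of higher and lower probes, all were within 1.5 times the main count with quantile normalization, with the percentile over detected probes, without a filter on dim probes, with the authors' deposited values, with the limit on the scanner's error and with the filter on all spots.

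All 16 fell by more with normexp background correction, whose offset of 50 shrinks the differences of dim probes. For lncRNA it gave 947 higher and 676 lower probes at 4 h, 912 and 1203 at 8 h, 1465 and 1620 at 16 h, and 257 and 354 at all 3 time points. For mRNA it gave 1055 and 758 at 4 h, 1226 and 1319 at 8 h, 2077 and 2212 at 16 h, and 475 and 337 at all 3. When probes had to be well above background on both arrays, which by construction removes dim probes, 1780 lncRNA probes were lower at 4 h and 665 at all 3 time points, and the other 14 counts stayed within 1.5 times.

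The balance of higher and lower lncRNA probes at 4 h changed sides. More were lower in the main setting, with quantile normalization (2765 lower, 2465 higher), the percentile over detected probes, the deposited values and the filter on all spots. More were higher with normexp, without a filter, with the filter on both arrays (1831 higher) and with the limit on scanner error (2452 higher, 2370 lower). At 8 h and 16 h the surplus of lower lncRNA probes nearly vanished without a filter, with 4065 higher and 4090 lower, and 5267 and 5273. For mRNA probes at 8 h and 16 h, quantile normalization and the percentile over detected probes turned a small surplus of higher probes into one of lower probes, and at all 3 time points they did so too, with 712 higher and 770 lower under quantile normalization. Normexp and the deposited values also did so at 8 h and 16 h, and the filters on both arrays and on all spots at 8 h alone. For the deposited values, the table leaves out 275 higher and 5 lower mRNA calls at 8 h and 326 and 9 at 16 h, of those under the filter on all spots. At 16 h this accounts for the switch, since that filter alone gave 3345 higher and 3300 lower. At 8 h that filter had already switched the balance, with 2124 higher and 2161 lower, and the table widened it. For the other settings the cause was not tested. The number of calls at 16 h exceeded that at 4 h under every setting run, by 1.70 to 2.15 times.

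The log2 differences were also recomputed for 19 single probes, 14 named by the study or by the rule and 5 chosen after their values were seen. With normexp 48 of 57 moved by more than the scanner's error. With quantile normalization and with the percentile over detected probes 0 of 57 did, and with the deposited values, which differ from the main ones by about 1 constant per array, 0 of 54. The sign changed in 1 case, the 4 h difference of Ptgs2os with quantile normalization, and its spot was not well above background at 0 h or 4 h, so that difference has no meaningful sign. The share of lncRNA and mRNA probe pairs past the coexpression cutoff of 0.99 was 2.33%, with 2.22% on the linear scale and 2.32% with quantile normalization, and it was 20.9% at the cutoff of 0.90, which by construction lets more pairs pass.

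Signal over background limits part of the counts. Of the higher lncRNA probes, 29.2% at 4 h, 33.0% at 8 h and 25.3% at 16 h were not well above background at 0 h, against 21.4%, 22.2% and 15.7% of the higher mRNA probes. Of the lower lncRNA probes, 34.1%, 26.2% and 31.4% were not well above background at the later time point, against 21.6%, 14.1% and 16.4% of the lower mRNA probes.

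No paired analysis was possible because each time point has 1 array. One value per gene name, the mean over the probes of a gene, the differences of the Figure 1(d) genes, the medians of the gene lists and the coexpression of the named network mRNAs were not run, because the files pair mRNA probes with no gene names.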

Differences from the paper's values

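No main count lay more than 1.5 times above or below the study's. The main counts were between 1.04 and 1.17 times the study's, whose counts are marked here as the paper's. The largest difference was at 8 h, where 3548 lncRNA probes were lower and the paper's text gives 3039. The regions of the paper's Venn diagram sum to about 3300 in Fig. 2(c), read by eye, and the filter on all spots of a probe gave 3314. That filter, chosen after seeing the values, came within -6 and 10 of the other 15 counts. With the authors' deposited values, set as an alternative before the data were examined, the 4 counts at all 3 time points equal the paper's: 734 higher and 1067 lower lncRNA probes, and 734 higher and 632 lower mRNA probes. With those values the counts at single time points went down to 0.775 times the paper's. Normexp background correction gave counts of 0.278 to 0.670 times the paper's. The paper gives a p-value limit for all differentially expressed lncRNAs and mRNAs; with 1 array per time point, the comparison of each with 0 h has no p-value across samples here.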

Other observations

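Of the tests in this part, those on spot noise, on the order of the arrays, on neighbours of lncRNAs and on coexpression with 0 h kept in place were chosen after the results they bear on had been seen. Quantile normalization, the filter on both arrays and the gene lists were set beforehand, but their use as tests of the rise in calls and of neighbours came after. Coexpression with all time points reordered was planned, for the named network mRNAs.

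Noise between spots was set against the calls in the 2-spot probes. Over 4, 8 and 16 h it gave 8.88% of the number of lncRNA calls and 5.26% of the mRNA calls, and for calls at all 3 time points, which share the 0 h spots, 8.29% and 5.67%. With all spots of a probe well above background the shares at 4 h were 1.64% for lncRNA and 1.09% for mRNA. These can be too low, since that filter needs both spots to be bright and so holds their difference down. In the main setting spot noise is thus not the whole of the calls of 2-spot probes. Differences between single cultures, RNA extractions or labelling reactions stay open, with 1 array per time point.

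The rise in the number of calls from 4 h to 16 h was 1.80-fold. It was 1.81-fold with quantile normalization and 1.92-fold with probes well above background on both arrays, which argues against the scaling and against dim probes as the whole cause. A property of the 1 array at 16 h cannot be told apart from the time point.

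The median absolute log2 difference between arrays, over probes above background on all 4, was 0.29 from 0 h to 4 h, 0.34 from 0 h to 8 h and 0.42 from 0 h to 16 h. It was 0.27 from 4 h to 8 h, 0.37 from 4 h to 16 h and 0.24 from 8 h to 16 h, the smallest of the 6 although these arrays are further apart in time than 0 h and 4 h. The arrays thus lie in the order of time without equal steps. The order of time and its mirror are the 2 of 24 orders that place the arrays along a line, a share of 8.33%, so 4 arrays are too few to exclude a chance order. With 0 h as the baseline, 1959 lncRNA probes and 1457 mRNA probes differed the same way from all 3 other arrays. With 16 h as the baseline the numbers were 1533 and 1489, with 4 h they were 1053 and 651, and with 8 h they were 324 and 129. The 16 h array thus stood about as far apart for mRNA as the 0 h array.

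Coexpression over 4 arrays was counted for the 766 mRNA probes higher at all 3 time points and the 12938 lncRNA probes called at any, in place of the network mRNAs, whose probes are not named. A median of 303.5 lncRNA probes per mRNA probe, from 74 to 673, had an absolute Pearson coefficient of at least 0.99, or 2.33% of the pairs. With the time points of the mRNA probes reordered in the 23 other ways, a median of 0.881% of the pairs passed, 37.8% of the share in the real order. The probes were chosen for differing from 0 h, and moving 0 h breaks that shape, so this fall decides nothing about close fits that 4 values give by chance. With 0 h kept in place and 4, 8 and 16 h reordered, a median of 1.86% passed, 79.7% of the share in the real order. A candidate explanation for most such pairs is the difference between 0 h and the later arrays, for which the probes were chosen, whatever the course from 4 h to 16 h.

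One hypothesis was that lncRNAs next to inflammatory genes rise with them. Neighbouring genes were assigned from the RefSeq table to 3288 lncRNA probes. Of these probes, 22 have a neighbour among 120 inflammatory and interferon genes, of which the study's heat map shows 15. At 4 h 5 of the 22 were higher, at 8 h 7 and at 16 h 5, against 6.15%, 6.74% and 9.31% of the other probes. Of random lists matched on signal, 99.3%, 99.87% and 94.45% had fewer higher probes at the 3 time points, so at 16 h the signal level is not excluded. The 22 probes lie next to 20 genes. With normexp background correction 2, 1 and 3 of them were higher. For 19 probes next to cell cycle and DNA replication and repair genes, 2, 1 and 2 were higher, and at most 64.2% of random lists had fewer. For 9 probes next to reference genes, 1, 1 and 2 were higher. The median log2 difference was 0.18, 0.29 and 0.40 next to inflammatory genes and 0.26, 0.27 and 0.41 next to the cell cycle and repair genes, against 0.08, 0.04 and 0.12 next to the reference genes. Of the matched random lists, 89.1%, 93.7% and 98.0% had a lower median than the inflammatory list, 95.8%, 88.9% and 96.7% than the cell cycle and repair list, and 55.5%, 39.5% and 51.2% than the reference list. The reference list is a weak comparison, since its 9 probes lie next to 5 genes, 5 of them next to Ywhaz alone with log2 differences from -1.28 to 1.14 at 4 h. The medians did not part the inflammatory list from the cell cycle and repair list, and with so few probes a property of gene neighbourhoods at large cannot be told apart from one of inflammatory genes.

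FIRRE, which the discussion cites for macrophages, had log2 differences of -0.22 at 4 h, -1.004 at 8 h and -1.22 at 16 h, with an error of 0.14 from the scanner. With normexp background correction the values at 8 h and 16 h were -0.83 and -0.99, both within 2-fold.

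By source, the share of detected probes called at all 3 time points was 3.99% for NONCODE, 4.20% for RefSeq predicted and 4.91% for RIKEN cDNA transcripts, and 4.38% for the mRNA probes.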
